A study of Escherichia coli str. K-12 substr. MG1655 with 6 samples.

How the data were processed

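Chimeric reads were measured by Hfq-CLASH in 3 libraries of an Escherichia coli K-12 MG1655 strain with HTF-tagged Hfq, and 3 libraries of the untagged parent were prepared alongside, per the labels. Groups and library numbers were taken from the sample titles. The library protocol was that of earlier Hfq-CLASH work with modifications for E. coli, the reads were paired-end, and chimeras were called with the Hyb-CRAC-R pipeline, per the series design text. The aligner, the trimming, the software versions and the settings of the statistical filter were not given in the sources used here.

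A single deposited table was used. Each line is an interaction between intervals of the chromosome, with the RNA class, gene identifier, strand and position of each side. Lines named after 1 Hfq-HTF library hold interactions of that library. The other lines hold interactions that the authors pooled over 2 or 3 Hfq-HTF libraries, and number the libraries per the file headers. No line named a control library, so the planned edgeR quasi-likelihood test and the permutation test of library totals had no values to run on. Intervals of the control libraries were not analysed here.

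The hybrid reads are whole-number counts per interaction, deposited without normalization. The read depth of each side is a signal or coverage value used by the authors for their chance model, deposited for single-library interactions only. The chance probability of a pair is a fraction that the authors made by multiplying both depths by each other and by 2 and dividing by a constant of the library. The p-value per library, its adjusted form, the combined p-value and its adjusted form were deposited by the authors, per the file headers, and interactions were taken as called at the adjusted p of 0.05 that the whole table meets. For interactions of a single library the combined p-value equals the p-value of that library. Pooled interactions have no sequence and no depth, and their sides are sorted by position, so the order within the chimera is lost. Single-library interactions keep the order, with the left side as the 5′ part, except 203 in which the authors had merged both orders. All 1881 lines that give positions within the read have the left side first. Of single-library interactions 174, or 2.14%, overlapped a pooled interaction on both sides.

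Coordinates are those of the deposited table, counted from 1, on the MG1655 chromosome of assembly ASM584v2, to which the reference gene table also belongs. The deposited interactions name 2441 gene identifiers, of which 2431 were matched in the reference and 10 were left under their identifiers. No genome sequence was used here. The reference table has no strand, so the strand of a gene was taken from the interactions that name it, and no gene appeared on both strands. Sides of class CDS were taken as mRNA and sides of class ncRNA as sRNA. Sides named with both classes were set apart, and sides with no gene stayed unnamed. No side was a tRNA or an rRNA.

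The number of binomial trials behind the deposited p-values was solved for each library from the hybrid reads, the chance probability and the p-value. On simulated tables of 2652, 2847 and 1920 interactions, the sizes of libraries 1, 2 and 3, the recovered number was the simulated one. Expected reads are the chance probability times the number of trials. Interactions with a depth of 0 on a side have a chance probability of 0 and no expectation.

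Established pairs were counted over distinct pairs of an sRNA and a gene and compared with 10000 sets in which partners were swapped. The position of mRNA sides was compared with 10000 uniform placements in the same genes extended by 100 nt. Chimeric sequences were split at the read positions where the table gives them (611 interactions) and otherwise by the longest match to the sequence of the ncRNA, assembled from reads with known positions (1449 interactions). Both sides had to reach 16 nt, and matches had to end within 3 nt of the end of the read. In 519 interactions that could be split both ways, the mRNA sides were within 3 nt of each other in length in 76.1%. Duplex energies are those of RNAduplex (ViennaRNA 2.7.2), against 1000 exchanges of the mRNA sides and 100 dinucleotide-preserving shuffles. The order of the sides was tested with the exact binomial test. The remaining software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with fixed random seeds. On simulated data without any effect, the test of established pairs gave a p of 0.05 or less in a share of 0.06 of 50 sets, and the position test in 0.06 of 100 sets. Exchanged sides gave a p of 0.317 for random pairs of sequences and 0.0244 for pairs with a planted complementary stretch, over 100 pairs each. Adjusted values over sRNAs are Benjamini-Hochberg values over 10 tests.

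The genes and pairs that the text names follow a rule set before the data were examined. They are the 10 sRNA-mRNA interactions with the most reads, the 5 sRNAs with the most partner genes and the 5 with the most reads, the 5 mRNAs with the most sRNA partners, the 5 interactions between sRNAs with the most reads, at most 10 pairs of the lists of established pairs, and hfq. Names outside the rule are said to have been chosen after their values were seen, and the sRNAs of the tests by sRNA are the 10 with the most partner genes. Alternatives set before the data were examined were a stricter adjusted p of 0.01, at least 5 or 10 reads, counting pairs of genes, sRNAs by a list of names, leaving out tRNA and rRNA, ranking or weighting by reads, neighbouring genes, other windows and extensions, dinucleotide shuffles, and leaving out the sRNA with the most interactions. Chosen after the data were seen were leaving out each library, pooled interactions only, an upper-tail p of 0.05 or less, unnamed sides, split by read positions only, leaving out CsrB, and sRNAs by overlap with reference genes.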

Results

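Hfq is a bacterial RNA chaperone on which small regulatory RNAs (sRNAs) meet the messenger RNAs they pair with. In crosslinking, ligation and sequencing of hybrids (CLASH), RNA is first fixed to a protein by ultraviolet light. The protein is then purified and neighbouring RNA ends are ligated. A chimeric read, also called a hybrid read, then joins fragments of the RNA pair. The series held 6 libraries of Escherichia coli K-12 MG1655 grown in LB, a rich medium, at 27 degrees Celsius to an optical density of 0.6. In 3 of them Hfq carried the HTF tag, a His tag and a FLAG tag separated by a TEV protease site, and 3 came from the untagged parent strain. The question put by the labels and the design text was which RNA pairs form on Hfq.

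The table held 9742 interactions, all from the Hfq-HTF libraries, with 134180 hybrid reads in all. Interactions of the untagged control libraries were not analysed here. The comparison of Hfq-HTF with the control therefore has no value, either per interaction or for total chimeric reads, and no background measured in the untagged strain stands beside any value of the report. Of the 9742 interactions, 8148 were each listed for a single library and 1594 were pooled by the authors over several libraries, 1018 over 2 and 576 over 3. Library 1 had 2885 single-library interactions with 12894 hybrid reads, library 2 had 3078 with 14739 hybrid reads, and library 3 had 2185 with 3981 hybrid reads. The median interaction of library 3 rested on 1 read, against 3 reads in library 1 and 4 reads in library 2, so library 3 was the least precise. Interactions of a single read made up 51.3% of library 3, 11.9% of library 1 and 13.6% of library 2. The 1594 pooled interactions were 16.4% of the table (95% Clopper-Pearson interval 15.6% to 17.1%) and held 76.4% of its hybrid reads. Their reads were not split by library in the table, so values that include them carry no spread between libraries. All intervals cover counting error only, since amplified reads are not independent molecules.

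The first count was of interactions past the authors' threshold. All 9742 passed it, and the largest adjusted p-value in the authors' deposited table was 0.0499. The alternative that moved this count most was a minimum of 10 hybrid reads, which left 1239 interactions. In 1725 interactions the adjusted p-value of the authors' deposited table was 0.

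The deposited p-values of single-library interactions were recomputed from the deposited read depths of both sides. The binomial probability of exactly the observed number of hybrid reads matched 7346 of 7356 p-values above 0 within 0.001 on the natural log scale. The number of trials that gave this match was 10614461 in library 1, 11767617 in library 2 and 5327980 in library 3. The 10 p-values that did not match all had a recomputed log10 of -293 or lower and were higher than the recomputed value by whole powers of 10, from 2 to 17 of them. A probability of exactly the observed count is small on both sides of the chance expectation. Of the 7419 single-library interactions with read depth on both sides, 4147 had fewer hybrid reads than that expectation, which is 55.9% (95% Clopper-Pearson interval 54.76% to 57.03%). The share was 58.1% in library 1, 51.2% in library 2 and 59.8% in library 3, a mean of 56.4% ± 4.55 (SD, n = 3). Summed over these interactions, the expectation came to 13.5 times the observed reads in library 1, 11.5 times in library 2 and 22.2 times in library 3. The share below expectation differed between kinds of RNA pair. It was 87.9% ± 6.10 (SD, n = 3) for pairs of an sRNA with an mRNA and 32.7% ± 4.40 (SD, n = 3) for pairs of mRNAs. The lowest library of the first kind, at 81.7%, lay above the highest of the second, at 37.1%. The kinds were not matched for depth, and an interaction with an expectation under 1 read could not lie below it. The difference can therefore not be credited to the kind of pair alone. A small deposited p-value of a single-library interaction thus marked a read number away from the expectation in either direction. The direction of the departure of the pooled interactions could not be recomputed, because the table gives them no depth.

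**Figure D1:**
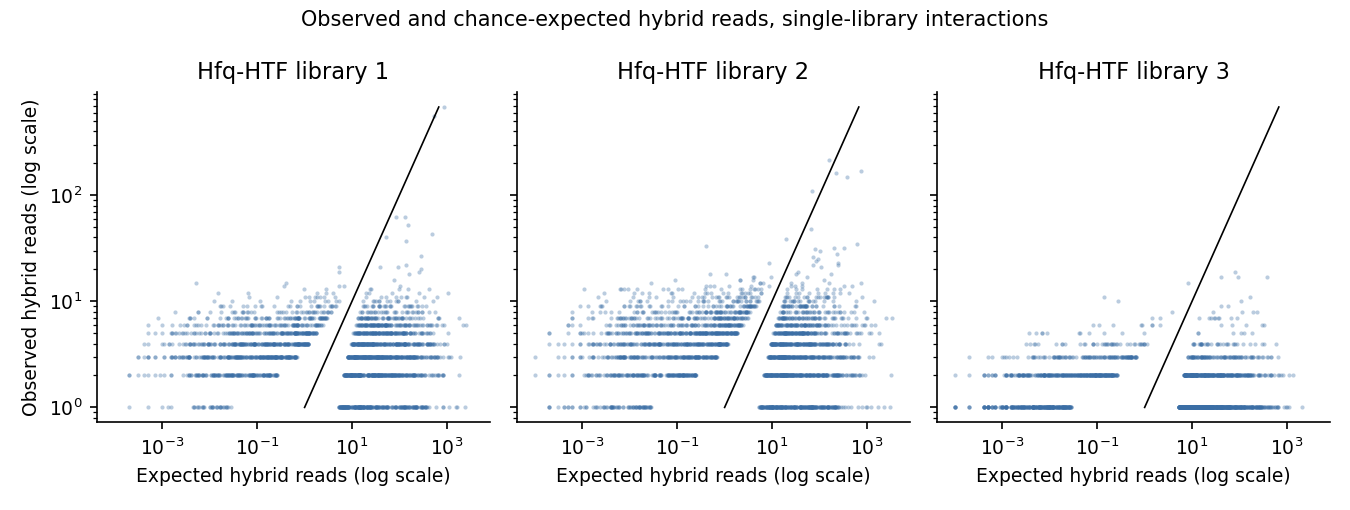
Hybrid reads observed (vertical axis, log scale) against hybrid reads expected by chance from the deposited depths (horizontal axis, log scale) for each single-library interaction with depth on both sides, with 1 panel per Hfq-HTF library and a line where both are equal. Points right of the line have fewer reads than expected and make up 58.1%, 51.2% and 59.8% of libraries 1, 2 and 3.

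The next comparison was between kinds of RNA pair, with the class of each side as the table names it. Pairs of an sRNA with an mRNA made up 3274 interactions, or 33.6% (95% Clopper-Pearson interval 32.7% to 34.6%), and 64942 hybrid reads, or 48.4% (48.1% to 48.7%). Within single-library interactions the share was 30.4% in library 1, 29.7% in library 2 and 30.3% in library 3, a mean of 30.2% ± 0.403 (SD, n = 3). The alternative that moved the share most was to keep pooled interactions only, where it was 51.4%. Pairs of mRNAs were more numerous, with 3896 interactions or 40.0% of the table (39.02% to 40.97%), but held 14.4% of hybrid reads. In 1533 of these 3896 the sides lay within 5000 nt of each other on the same strand, and in 1230 both sides were in the same gene. Among pairs of an sRNA with an mRNA, 6 of 3274 lay that close. Pairs of sRNAs numbered 235 and held 10.3% of hybrid reads. Of the sRNA-mRNA interactions 25.02% were pooled over several libraries, against 10.2% of the interactions between mRNAs. A further 24 interactions had a side that spanned genes of both classes and were counted in neither group. The 7 of them with an sRNA on the other side held 12.2% of all hybrid reads, and 2 of them held most of these. They were chosen after their values were seen. CsrB paired with an interval over the 3′ end of cpxP and the sRNA CpxQ in 11789 reads. The sRNA RybB paired with an interval over rbsB and the sRNA RbsZ in 4041 reads.

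The sRNAs were then ranked. The 3274 sRNA-mRNA interactions joined 57 sRNAs to 1255 mRNAs in 2560 distinct pairs of genes, and 59.9% of these mRNAs had a single sRNA partner. Every RNA of class ncRNA counts as an sRNA here, so the 57 are not all small regulatory RNAs. They include SsrA with 24 partner genes and RnpB with 8, both named after their values were seen. GcvB (b4443, 2942696 to 2942901, plus strand) had 569 partner genes and 38312 reads, which is 22.2% of the pairs and 59.0% of the sRNA-mRNA reads. CsrB (b4408, 2924156 to 2924524, minus strand) had 339 partner genes and 3274 reads, CyaR (b4438, 2167114 to 2167200, plus strand) 255 partner genes and 5572 reads, CpxQ (b4716, 4106330 to 4106387, plus strand) 198 partner genes and 2926 reads, and GadY (b4452, 3664864 to 3664969, plus strand) 124 partner genes and 790 reads. These 5 held 58.0% of the pairs. The second place of CsrB rested on single-library interactions, since it came after CyaR and CpxQ when pooled interactions only were kept. By reads the first 5 were GcvB, CyaR, CsrB, ArcZ with 3122 reads and 115 partner genes (b4450, 3350577 to 3350697, plus strand), and CpxQ, and they held 81.9% of the sRNA-mRNA reads, which was the largest move of the share of the top 5 under any alternative. In single-library interactions GcvB had 167 ± 35.5 partner genes per library (SD, n = 3), CsrB 125 ± 26.3, CyaR 60.7 ± 7.51, CpxQ 50 ± 7 and GadY 37.0 ± 7.21. The ranges of GcvB and CsrB overlapped between libraries, since GcvB had 132 partner genes in library 3 and CsrB had 153 in library 2. Within each library GcvB had more partner genes than CsrB, with 203 against 120 in library 1, 166 against 153 in library 2 and 132 against 101 in library 3.

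**Figure D2:**
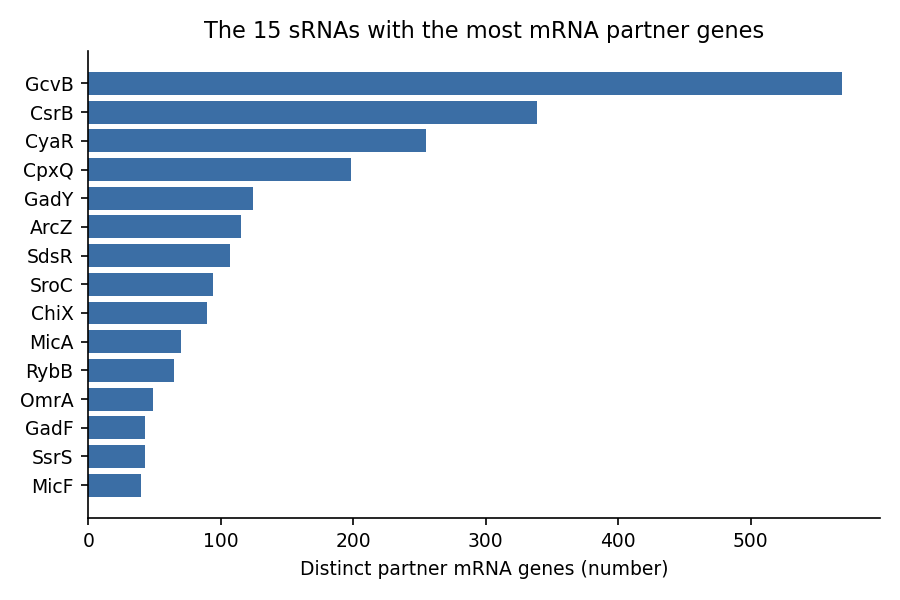
Number of distinct mRNA partner genes (horizontal axis) of the 15 sRNAs with the most such partners (vertical axis), counted over all 9742 interactions. GcvB leads with 569, followed by CsrB with 339, CyaR with 255 and CpxQ with 198.

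The 10 sRNA-mRNA interactions with the most reads included 8 of GcvB. GcvB and oppA led with 13647 reads in 3 libraries, and the oppA side ran from 1300989 to 1301281, from 193 nt upstream to 99 nt downstream of the first base of the start codon (oppA, b1243, 1301182 to 1302813, plus strand). GcvB and rmf followed with 3958 reads in 3 libraries, at 1015678 to 1015929, a stretch that begins 37 nt upstream of the rmf start codon and runs past the 168-nt gene (b0953, 1015715 to 1015882, plus strand). The sRNA ArrS and fdoG had 2274 reads in 3 libraries, with the fdoG side at 4085722 to 4085930, from 108 nt upstream to 100 nt downstream of the start codon on the minus strand. GcvB met nlpD in 3 of the 10. These had 1299 reads at 2867946 to 2868112 in 2 libraries, 1058 reads at 2867641 to 2867840 in 3 libraries, and 907 reads at 2867963 to 2868109 in 2 libraries. The first and the third of these overlapped on both sides and were listed apart by the authors. All 3 lay inside nlpD (b2742, 2867614 to 2868753, minus strand), downstream of its start codon by more than 600 nt. GcvB and argT had 1049 reads in 3 libraries with a site from 133 nt upstream to 24 nt downstream of the start codon. GcvB and dppA had 937 reads in 2 libraries with a site from 121 nt upstream to 43 nt downstream. ArcZ and rbsD had 915 reads in 3 libraries, 131 to 342 nt into rbsD. GcvB and ysgA had 732 reads in 3 libraries with a site from 57 nt upstream to 53 nt downstream.

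On the mRNA side, nlpD had the most sRNA partners, 28 in 58 interactions with 4293 reads, SsrA and RnpB among the 28. It was followed by aceK (b4016, 4218596 to 4220332, plus strand) with 23, ompC (b2215, 2311646 to 2312749, minus strand) with 19, gadC (b1492, 1568954 to 1570489, minus strand) with 19, and aceA (b4015, 4217109 to 4218413, plus strand) with 16 sRNA partners. The gene gatZ also had 16 sRNA partners and came after aceA by its lower number of reads. The nlpD gene lies directly upstream of rpoS (b2741, 2866559 to 2867551), on the same strand. The sites of the sRNA DsrA named as nlpD, with 434 reads in 2 interactions, had a median midpoint 244 nt upstream of the rpoS start codon, and those of GcvB, with 3330 reads in 11 interactions, one 469.5 nt upstream; these sites were looked up after the values were seen. Many aceK sides fell on an interval that the reference gene table also lists as an ncRNA gene, aceK-int (b4830, 4218879 to 4218963).

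Pairs of sRNAs were ranked without the interactions in which a side spanned genes of both classes. Among the pairs ranked, CsrB and GcvB had the most reads, with 7304 in 3 libraries. A second, overlapping interaction of CsrB and GcvB had 1147 reads in 2 libraries. SdsR and CsrB had 1519 reads, GcvB and GadY 434, and CsrB and OmrA 370, each in 3 libraries. The ranking depends on what was left out. CsrB with the interval over cpxP and CpxQ had 11789 reads, and RybB with the interval over rbsB and RbsZ had 4041. The hfq mRNA itself appeared in 9 interactions with 103 reads. The largest was with CyaR, with 49 reads in 3 libraries, at 4400233 to 4400330, from 55 nt upstream to 42 nt downstream of the hfq start codon. Of the 6 interactions of hfq listed for a single library, the smallest was with ArrS, with 1 read in library 1 against an expectation of 126 reads.

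Recovery of established regulation was tested with a list of 97 sRNA-target pairs written from general knowledge before the data were examined. The table held 24 of them, 22 in at least 1 pooled interaction. When partners were swapped 10000 times, with each sRNA and each gene keeping its number of partners, a mean of 12.3 pairs was found. The one-sided permutation p-value was 1e-04, the smallest that 10000 swaps can give. Counting the genes beside the mRNA side as well gave the largest change, to 28 pairs against 17.0 by chance, and the 4 pairs gained were ArcZ and RprA with rpoS, and CyaR with nadE and sdhC. Of a second list of 11 pairs of sRNAs with RNAs that bind them, 10 had both RNAs in the reference and 4 were found. The 10 pairs of both lists with the most reads were GcvB with oppA (13771 reads), RybB with RbsZ (4047), GcvB with dppA (1644), argT (1052), cycA (517) and gdhA (443), MicA with ompA (364), GcvB with SroC (346) and lrp (341), and RybB with ompC (183). Of these, the largest interactions with dppA and ompA were pooled over 2 libraries and the others over 3. All the mRNA sides of these largest interactions reached over the start codon. For RybB with RbsZ, 4041 of the 4047 reads lay in the interaction whose side spans both rbsB and RbsZ. That side cannot be assigned to RbsZ alone. A pair missing from the table can be one whose mRNA was not expressed in this medium or was not listed, and its absence was not read as a negative result.

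The position of the mRNA side was tested next, since sRNAs often pair near the ribosome binding site. The midpoint lay within 50 nt of the start codon in 23.4% (21.97% to 24.91%) of the 3267 sRNA-mRNA interactions whose gene had a known start. Sites placed at random in the same genes, extended by 100 nt on both sides, gave 10.7%, and the one-sided permutation p-value was 1e-04, the smallest that 10000 placements can give. The largest moves came with the window, to 14.4% against 4.36% within 20 nt and to 31.8% against 21.4% within 100 nt. Fragments of mRNAs near the start codon can be more abundant whatever their partner, so the mRNA sides of interactions between mRNAs of different genes were measured the same way, a comparison chosen after the data were seen. Of these 5318 sides 15.8% (14.8% to 16.8%) lay within 50 nt, fewer than among sRNA-mRNA interactions (Fisher's exact test, two-sided, p = 2.75e-18, which treats interactions as independent). Of the 10 sRNAs with the most partner genes, 9 passed an adjusted p of 0.05 over the 10 tests against random placement, from 15.2% for CsrB to 32.9% for MicA. The 15.2% of CsrB was not above the 15.8% of interactions between mRNAs, and the single sRNAs were not tested against that background. ArcZ did not pass, with 14.5% against 10.4% and an adjusted permutation p of 0.0737 over 138 interactions.

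**Figure D3:**
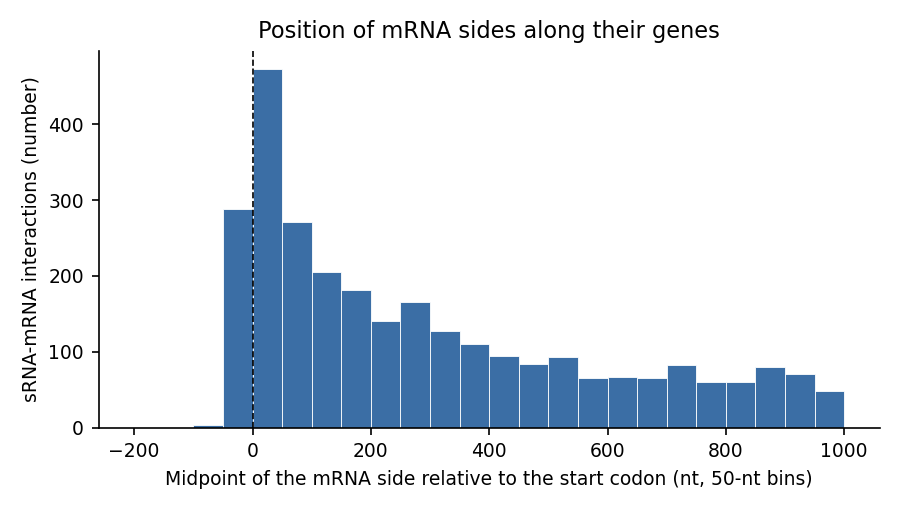
Number of sRNA-mRNA interactions (vertical axis) by the position of the midpoint of the mRNA side relative to the first base of the start codon (horizontal axis, nt, 50-nt bins, drawn from 200 nt upstream to 1000 nt downstream), with a dashed line at the start codon. The bin just downstream of the start codon is the highest with 473 interactions, and the low counts upstream follow in part from the naming, since a named side has to overlap the gene.

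Base pairing between the ligated sides was tested with the chimeric sequences, which the table gives for single-library interactions. Of 2455 such sRNA-mRNA interactions 2060 could be split into their sides, with medians of 31 nt for the sRNA and 35 nt for the mRNA. The mean predicted free energy of the duplex was -19.3 kcal/mol (SD 7.82 over interactions). With the mRNA sides exchanged among interactions it was -13.4 kcal/mol, and the one-sided permutation p-value was 0.001, the smallest that 1000 exchanges can give. The closest null was the dinucleotide shuffle of each mRNA side, at -15.1 kcal/mol, with a permutation p of 0.01, the smallest that 100 shuffles can give. Without each library in turn the mean lay between -19.7 and -18.9 kcal/mol. All 10 sRNAs with the most partner genes had lower energies than with exchanged sides, which were drawn from the interactions of all sRNAs. The gap lay between 4.40 kcal/mol for CpxQ and 7.85 kcal/mol for SdsR, each with an adjusted permutation p of 0.001 over the 10 tests. Interactions with fewer reads than expected by chance paired better than exchanged sides as well. Their mean was -19.1 kcal/mol over 1720 interactions, against -13.3 kcal/mol after exchange, and that of the 219 at or above expectation was -20.0 kcal/mol against -13.2 kcal/mol (permutation p of 0.001 in both groups).

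**Figure D4:**
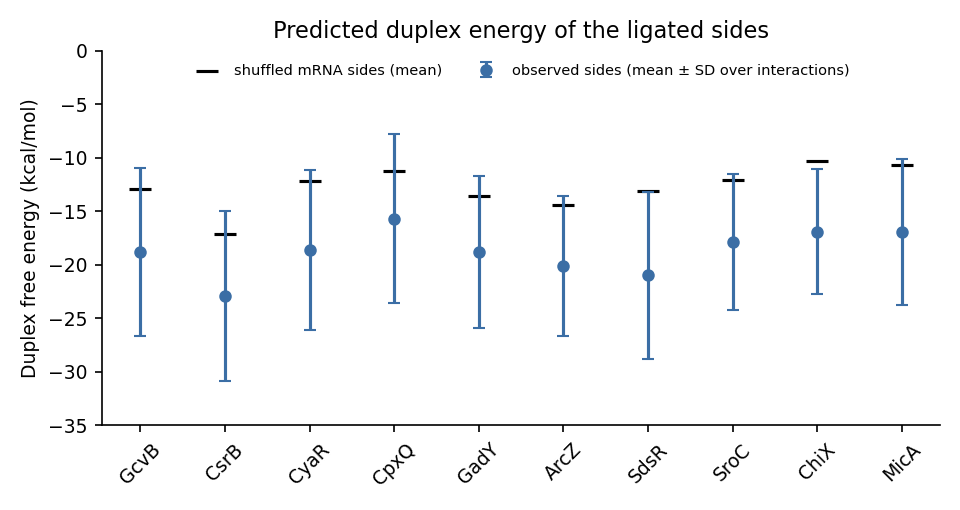
Mean predicted duplex free energy (vertical axis, kcal/mol) of the sRNA and mRNA sides of single-library chimeras for the 10 sRNAs with the most partner genes (horizontal axis), with bars of 1 SD over interactions and a dash at the mean after mRNA sides were exchanged among interactions. Each observed mean lies under its dash, and CsrB has the lowest values of both kinds, at -22.9 and -17.2 kcal/mol.

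The order of the sides was known for 2330 single-library sRNA-mRNA interactions. The sRNA was the 3′ part in 1325 of them, or 56.9% (95% Clopper-Pearson interval 54.8% to 58.9%, exact binomial test against 50%, two-sided, p = 3.62e-11). The share was 55.3% in library 1, 59.5% in library 2 and 55.4% in library 3. CsrB decided this value. It was the 3′ part in 401 of its 441 interactions, or 90.9% (87.9% to 93.4%, exact binomial p = 4.63e-76, adjusted 4.63e-75 over 10 sRNAs), with 90.3%, 93.4% and 87.8% in libraries 1, 2 and 3. Without CsrB, an alternative chosen after the data were seen, the share was 48.9% (46.6% to 51.2%, exact binomial p = 0.357), which cannot be told from 50%. Among the other 9 sRNAs with the most partner genes, GadY was more often the 3′ part at 63.9% (adjusted exact p = 0.0251) and CpxQ less often at 38.7% (adjusted exact p = 0.0301), in each of the 3 libraries for both. The remaining 7 did not pass an adjusted p of 0.05, GcvB among them with 49.8% of 510 interactions.

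**Figure D5:**
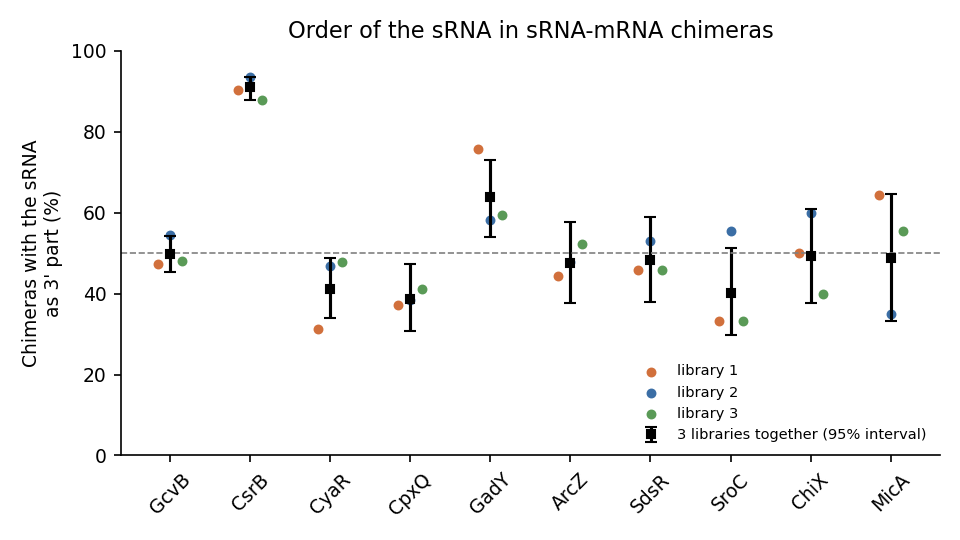
Share of single-library sRNA-mRNA chimeras in which the sRNA is the 3′ part (vertical axis, %) for the 10 sRNAs with the most partner genes (horizontal axis). Coloured points are the 3 libraries, squares the libraries together with 95% Clopper-Pearson intervals, and the dashed line marks 50%. CsrB, at 90.9%, is the only one of the 10 above 80% in every library.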

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

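These 3 results come from parts of the table that no comparison of the report was about, namely unnamed sides, depths of 0 and partners of a coding gene of any class. Interactions with a depth of 0 and those of aceK with sRNAs did enter the counts of the report. The 3 results are listed because their values are large for parts of the table outside the comparisons. No control library was analysed here, so none of the 3 was tested against a background. The tests of what sets the p-value of interactions without depth were chosen after the result was seen, and the tests on the aceK fragment before.

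An interval with no gene name held 3730 reads with GcvB, more than any sRNA-mRNA interaction except those of GcvB with oppA and rmf. It ran from 1741197 to 1741325 on the plus strand, and the next gene on that strand, cfa, starts 88 nt downstream. The second such interval, at 3384302 to 3384473 on the minus strand, had 927 reads with CyaR and lies 34 nt from mdh. Both were pooled over 3 libraries, and neither entered a count of sRNA-mRNA pairs, since the table gives these sides no gene. When unnamed sides were counted with the gene whose 100-nt extension holds them, the share of sites near the start codon was 25.7% of 3583 interactions, against 23.4% of 3267. That the annotation lacks untranslated leaders is a candidate explanation that was not tested further. It does not cover all unnamed sides, since an interval with 671 reads with GcvB overlaps thrL and another with 277 reads overlaps gatC. No biological explanation was tested.

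In 729 single-library interactions at least 1 side had a read depth of 0, although each rests on at least 1 hybrid read. All 729 had a deposited p of 0 and so counted among the strongest of the table. The zero follows from the chance model, because a depth of 0 gives a chance probability of 0. It may arise where short fragments are left out of the depth. In interactions of 1 read, sides of depth 0 had a median length of 25 nt, against 34 nt for the 3463 sides with depth. What filter the depth was counted under was not given in the sources used here. The sRNA-mRNA interactions among them paired better than exchanged sides, at -21.7 kcal/mol over 121 interactions against -15.0 kcal/mol. A p of 0 there measures the missing depth, not the strength of an interaction, and no biological explanation was tested.

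The gene aceK led all coding genes by number of partner genes. It had 281 partner genes in 443 interactions with 3284 reads, against 150 partner genes for nlpD, the second. The midpoints of 62.5% of these sides lay within 50 nt of their median at 4218867, near the ncRNA gene aceK-int of the reference, which the table names as coding sequence. It was chosen after its values were seen. The most interactions in any library were 35.9% of the 334 single-library ones, so no library carries the pattern alone. Chance ligation to an abundant RNA as the whole cause is argued against by the pairing of aceK with partners other than ncRNAs, with a mean of -21.4 kcal/mol over 264 interactions against -17.9 kcal/mol after exchange (permutation p = 0.001, the smallest that 1000 exchanges can give). Both tests cover aceK sides anywhere in the gene, partner genes of the fragment alone were not counted, and part of the interactions may still be chance ligations. aceK was the 3′ part in 73.2% of 332 interactions with a known order. As a hypothesis, the fragment may act like an sRNA on Hfq. No biological explanation was tested, since the untagged control, which would show the background at this locus, was not analysed here.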

How the results depend on the processing

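Leaving out each library, pooled interactions only, the upper-tail p, unnamed sides, read positions only, leaving out CsrB and sRNAs by overlap with the reference were chosen after the data were seen. Established pairs (22 to 28 found over 9 alternatives), sites near the start codon (12 alternatives) and duplex energy (9 alternatives) kept their direction and their side of the threshold in each. Leaving out a library removes its single-library interactions only, since pooled interactions could not be recomputed. The upper-tail p likewise left all pooled interactions in. These held 22 of the 24 established pairs, so those 22 could not be lost under these alternatives. With the upper-tail p 22 were found, so the pairs in no pooled interaction were lost.

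The number of interactions fell from 9742 to 3668 with at least 5 reads, to 1239 with at least 10 reads, to 1594 in 2 or 3 libraries, to 4864 when single-library interactions needed read depth on both sides and an upper-tail p of 0.05 or less (which leaves out the 729 with a depth of 0), and to 6039 as pairs of genes. Each of these keeps or merges part of the table by construction. At an adjusted p of 0.01 it was 8446, and without each library in turn 6664 to 7557.

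The share of sRNA-mRNA interactions, 33.6%, was 39.5% with at least 5 reads, 51.2% with at least 10 reads, 51.4% in 2 or 3 libraries, 42.4% of pairs of genes, 35.4% with sRNAs by overlap with the reference and 27.0% with sRNAs by the name list. Without each library in turn it was 34.6% to 35.4%. With the upper-tail p it was 22.9%, where 87.2% of the 2315 single-library sRNA-mRNA interactions with depth on both sides lay below expectation. Leaving out tRNA and rRNA removed nothing and tested nothing. The cause of the other moves was not tested.

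The share of pairs held by the top 5 sRNAs, 58.0%, was 67.4% with at least 5 reads, 71.2% in 2 or 3 libraries, 66.1% with the upper-tail p, 81.9% by reads and 55.2% with sRNAs by overlap with the reference, and 59.2% to 60.0% without each library in turn. GcvB was first in each of these, and GcvB, CsrB, CyaR and CpxQ were among the top 5 in all. CsrB, next after GcvB in the whole table, came after CyaR and CpxQ in 2 or 3 libraries and with the upper-tail p, and after CyaR by reads.

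The share of chimeras with the sRNA as 3′ part, 56.9%, was 53.0% with the upper-tail p (exact binomial p = 0.343 over 285 interactions, so no longer past the threshold, with fewer interactions tested) and 48.9% without CsrB (46.6% to 51.2%, exact p = 0.357), which lies on the other side of 50% but cannot be told from it. The other 7 alternatives gave 55.3% to 58.8%.

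Of the 8148 single-library interactions 1881 rest on 1 read, and 1120 of these are from library 3. No paired analysis was possible because the table holds no value of a control library, so no Hfq-HTF library has a partner with the same number. For the same reason the alternatives planned for the comparison with the control, the other count test, no filter, other pseudocounts, leaving out each library and the library number as a block, were not run.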

Other observations

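The tests of the order of CsrB and of the duplex energy below expectation were chosen before their results were seen, as was the one on the number of trials. The recomputation of the p-value and the splits by kind of partner were chosen after.

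More than 50% of single-library interactions fell below their chance expectation, as the report gives. Such interactions can carry a small p because the deposited p may be the probability of exactly the observed count. That probability matched 99.9% of the p-values compared, whereas an upper-tail p would have been near 1. With an upper-tail p of 0.05 or less, 44.1% of the 7419 single-library interactions with depth remained. That all interactions below expectation are chance ligations is argued against by their duplex energies (permutation p = 0.001, the smallest that 1000 exchanges can give). A candidate explanation for the high expectation is that trials were counted over all reads in place of hybrid reads. With the 134180 hybrid reads of the whole table as trials, 8.76% of interactions lay below expectation. The limit set in advance was 5%, but fewer trials lower every expectation, and the hybrid reads of a library before filtering are not known here. This explanation therefore cannot be told apart from a true shortage of chimeras between abundant RNAs, and no biological explanation was tested. The values cover single-library interactions only. Pooled interactions hold 76.4% of hybrid reads and have no expectation, so a shortage for a pair of RNAs as a whole was not shown.

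CsrB binds the protein CsrA and was the 3′ part of 90.9% of its chimeras with mRNAs. The lowest library had 87.8%, so no library carries the order alone. CsrB sides paired with their own mRNA sides better than with exchanged ones, at -22.9 against -17.2 kcal/mol over 426 interactions (permutation p = 0.001). That argues only in part against chance ligation to an abundant RNA as the whole cause, since the exchanged sides came from all sRNAs. They were not matched to those of CsrB in length or base composition. CsrB did have the highest read depth of any side, up to 9203 reads in library 2. The same order appeared with unnamed partners, in 83 of 88 interactions or 94.3% (95% Clopper-Pearson interval 87.2% to 98.1%). With sRNAs it was 14 of 20 (45.7% to 88.1%), too few to show an order. The CsrB sides that were 3′ parts had a median midpoint at nt 184.5 of the 369-nt gene, near its middle. The 51 that were 5′ parts had a median at nt 290.0. As a hypothesis, the free 5′ ends of CsrB fragments may be ligated more often than the 3′ ends. GcvB, with more chimeras, was the 3′ part in 49.8%, so the order is not shared by all sRNAs of many chimeras. No biological explanation was tested.

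DsrA, ArcZ, RprA and OxyS were listed with rpoS as an established target. The table named rpoS itself in 1 interaction of DsrA, with 10 reads, and in none of the others. DsrA, ArcZ and RprA had sites named as nlpD, and OxyS had none. DsrA had 434 reads in 2 such interactions, RprA 7 reads in 2 and ArcZ 6 reads in 2, with median midpoints 244, 114 and 117 nt upstream of the rpoS start codon. Naming by the overlapping gene may thus count some targets in a long leader under the upstream gene. Over all established pairs this was not visible as a gain over chance. When neighbouring genes were counted, 28 were found in place of 24, but the number found by chance rose from 12.3 to 17.0. No biological explanation was tested.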
